A study of Meleagris gallopavo with 24 samples. Its data were reported in "Comparative transcriptomics of salinomycin molecular toxicity in chicken and turkey" (2025).

How the data were processed

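RNA-seq was available for 24 libraries of heart and liver from turkeys (Meleagris gallopavo) sampled in week 13. The Sal-exposed birds had received salinomycin (Sal), an ionophore used in poultry feed against coccidia, at 21 mg/kg feed, an estimated 0.9 mg/kg body weight per day, while the control birds had received feed without it. Each tissue had 6 Sal-exposed and 6 control libraries. Groups and library numbers were taken from the sample titles. The labels give no sequencing batch or date.

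The deposited count table held RSEM estimated counts per gene, which the authors produced with STAR and RSEM after trimming adapters and poly-A with fastp, on the Turkey_5.1 assembly with Ensembl gene models. Software versions, the use of strand in the counting and the filter that left 11587 genes are not given in the sources used here. All values in the columns used were whole numbers, so they had been rounded before deposit and needed no rounding here. Of the 36 columns of per-library values, 24 matched the library name of exactly 1 sample. The other 12 matched no sample and were not used in any step. Per the file headers, the authors' deposited tables of the Sal comparison in each tissue hold DESeq2 log2 fold changes with standard errors, Wald statistics (a score per gene), p-values and adjusted p-values. These tables also gave the gene positions. A further whole-number column of the deposited tables, which the authors named as a transcript count, reached values too high for that meaning and was not used here.

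Symbols were given by the deposited tables for 4985 of the 11587 genes (43.0%). A further 3479 genes took the symbol of the only protein-coding RefSeq gene of the same assembly that overlapped them by at least 50% of both spans. For 3931 genes named both ways with a symbol known to RefSeq, 3913 symbols were the same (99.5%). The remaining 3123 genes kept their identifier. The symbols PGK1, CYP21A1, CYP4B1, CYP8B1 and CYP2C8 matched no gene in the table and were not analysed here.

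Genes were tested in each tissue with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr, robust dispersion and Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the study, and counts at the adjusted p alone are also given. Heart was fitted with 6 Sal-exposed and 6 control libraries. Liver was fitted with 6 Sal-exposed and 5 control libraries, since the study left out liver control 3 for its low number of reads. The difference between tissues was tested as the tissue by treatment term of 1 fit over the 23 libraries. Fold changes are Sal-exposed against control, with a prior count of 2, and standard errors were derived from the F statistic. No standard error is given where 1 group had no count. Expression levels are given as CPM (the count divided by the library total in M, M standing for mega) scaled with TMM within the fit, unless stated otherwise. All tests are two-sided unless stated otherwise.

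Gene sets were tested with camera of limma 3.58.1 on log2 CPM, with the correlation between genes preset at 0.01, and with fry and an estimated correlation as checks. The 9 sets held S-phase genes, G2/M genes, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, nuclear genes of oxidative phosphorylation, extracellular matrix genes, cytochrome P450 genes, proteasome subunits and proteins secreted by hepatocytes. Adjustment was over 27 tests, 9 sets in 3 comparisons. A length trend was measured for each library as Spearman's rho across genes between the genomic span of a gene and the deviation of its log2 CPM from the mean of the tissue. Genomic span includes introns and is only a proxy for transcript length. Values per library were compared between groups with exact permutation tests. Principal components were computed on log2 CPM of all tested genes, of the 500 most variable genes and of the called genes.

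The genes named in the text were chosen by a fixed rule. It takes the genes the study examined by RT-qPCR in the tissue they were chosen for, its reference genes, the P450 genes it named for turkey liver, and the gene with the largest share of counts in each tissue. It adds, per tissue and direction, the 4 called genes with a symbol, a mean count of at least 100 and CPM ranges that did not overlap between groups that had the largest fold changes. For the difference between tissues it takes the 3 largest and 3 smallest by the same criteria without the range criterion. Genes that an outlying value or a test of an explanation concerned are also named. Of the genes so chosen for liver 1 is not reported here, for a reason that does not rest on its values, and the tests of PCK1 with APOA4, first set out for 3 genes, were narrowed to these 2 for that reason after their results had been seen. The groups, tests, sets, this rule and the alternatives were fixed before the data were examined, apart from those said below to have been chosen later.

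Alternatives were median-ratio (RLE) factors, library size alone, DESeq2 1.42.0, limma-voom with quality weights, no low-count filter, surrogate variables from sva 3.50.0 (2 in heart, 3 in liver and 5 over both tissues) with edgeR or DESeq2, the library number as a block, a loess offset on gene span per library (span of the smoother 0.5), 1 fit over all 4 groups, liver control 3 included, and each library left out in turn. Chosen after the data were seen were DESeq2 without independent filtering, the block with the length offset, the length offset centred on its median in each library, liver controls 1, 2 and 4 left out together, liver controls 1 and 5 left out together, and gene sets with the symbols of the deposited tables alone. The length offset without centring had been fixed beforehand. It was centred after its counts of calls had been seen, because it shifted all genes of a library together, and the tests of a length trend in the closing section use the centred offset. Lists of 20 enterocyte, 26 cardiac, 20 fasting-induced and 21 lipogenic genes were written for tests of explanations after the fits had been seen.

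The edgeR and camera steps were tested on simulated data with the means and library sizes of each comparison, in which 200 genes were changed by 1.5 on the log2 scale. Here a gene was counted at the adjusted p alone, without the fold change threshold. In heart, with 10157 genes, 66.0% of the changed genes passed, and 2.22% of the genes that passed were unchanged ones. The corresponding values were 55.5% and 3.48% in liver with 9950 genes. For the difference between tissues, with 11070 genes, 13.5% passed and no unchanged gene did. With a simulated span trend of 0.5 log2 per SD of log span, 1095 unchanged genes passed in heart without the offset and 4 with it. Genes were simulated independently of each other, so camera was not tested where genes of a set vary together.

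Total counts per library were 15706646 to 35979378, apart from liver control 3 with 3729229. The Wilson 95% interval of the mitochondrial share of a library was at most 0.0499 percentage points to either side. Such intervals and the floor of 3 counts per library, used where a group had no count, cover counting error only. Replicate pairs within a group (60 pairs) were checked for duplicates, and the smallest chi-square per gene was 27.4, so that no library was counted as a repeat of another. RSEM divides reads shared by near-identical copies, so values of ribosomal protein, P450 and other multigene families carry that uncertainty.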

Results

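The study asked how a feed dose of salinomycin (Sal) changes gene expression in the heart and liver of turkeys. Each tissue had 6 libraries from Sal-exposed birds and 6 from control birds, 24 in all. The heart libraries held 23372118 to 35979378 counts each. The liver libraries held 15706646 to 31305782 counts each, apart from liver control 3 with 3729229 counts, in which 5226 genes had a count. That library stayed out of the comparisons, so liver had 5 controls.

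Mitochondrial genes took 48.3% to 86.9% of the counts in heart and 16.7% to 46.2% in the 11 liver libraries compared. The share did not differ between groups beyond the spread between libraries. In heart it was 68.2% ± 14.9 (SD, n = 6) in the Sal-exposed group and 66.9% ± 9.16 (SD, n = 6) in the control group, and in liver 30.0% ± 11.8 (SD, n = 6) and 32.8% ± 11.4 (SD, n = 5), with an adjusted exact permutation p of 0.913 in both tissues over 10 tests of library measures. COX1 (ENSMGAG00000017450, mitochondrial genome, 5419 to 6969 on Turkey_5.1) was the gene with the most counts in heart. Its level was 309185 ± 153985 CPM (SD, n = 6) with Sal and 195802 ± 104492 CPM (SD, n = 6) in controls, a log2 fold change of 0.66 with an edgeR adjusted p of 0.481. Its model overlaps 1 other gene model, and whether the counting used strand is not given in the sources used here. ALB (ENSMGAG00000010180, chromosome 4, 16156341 to 16335646) had the most counts in liver, with 181378 ± 23724 CPM (SD, n = 6) and 182342 ± 39396 CPM (SD, n = 5). The number of genes with a count in liver was higher with Sal, 11183 ± 147 (SD, n = 6) against 10160 ± 738 (SD, n = 5), with an exact permutation p of 0.00433 and an adjusted p of 0.0433. In heart it was 10952 ± 219 against 11173 ± 120 (SD, n = 6 each), with an exact permutation p of 0.0628 and an adjusted p of 0.209. Counts from nuclear genes in liver were 17.7 ± 2.10 M (SD, n = 6, M for mega) with Sal and 15.0 ± 1.29 M (SD, n = 5) in controls, with an exact permutation p of 0.0260 and an adjusted p of 0.130. By the quality report of the study, every liver control used had a lower share of uniquely aligned reads than every Sal-exposed liver. What this difference in library quality did to the liver comparison was not tested.

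**Figure D1:**
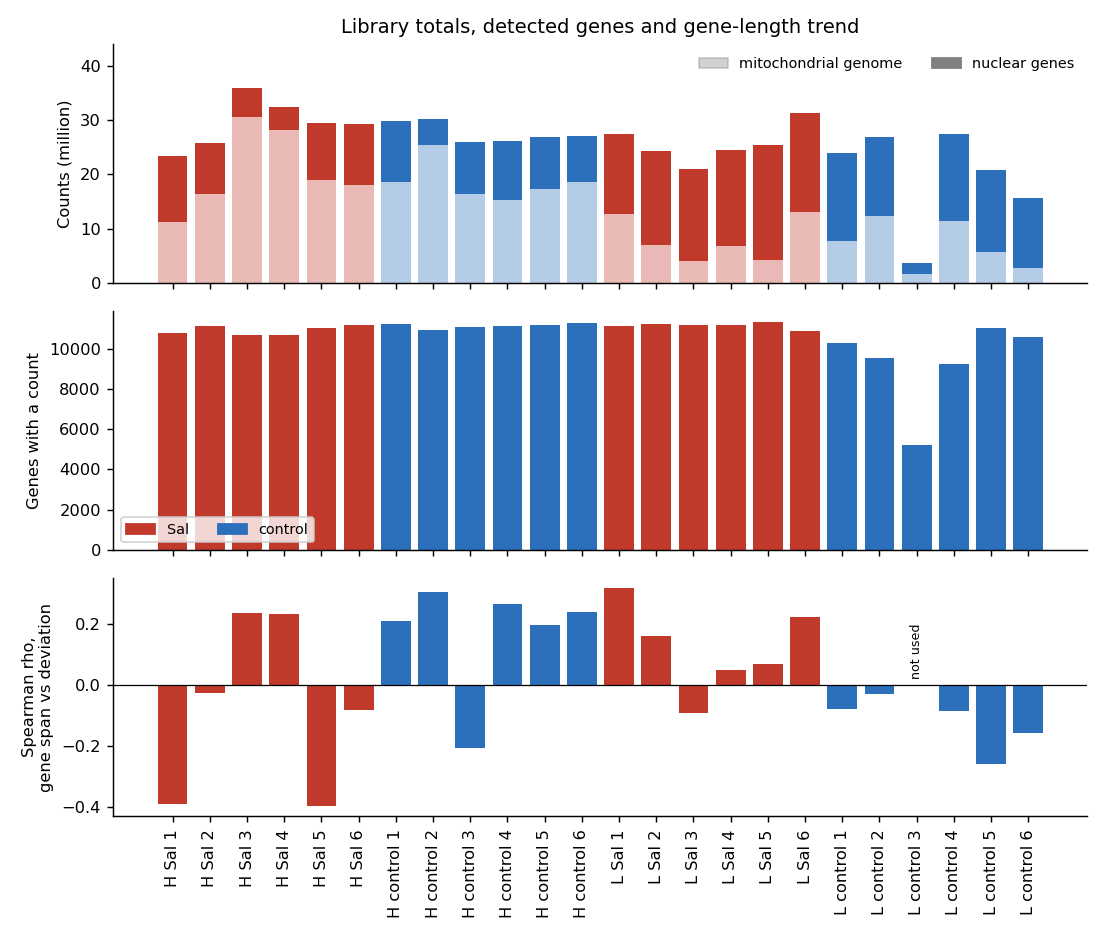
Counts per library in M (top, pale part mitochondrial genes), genes with a count (middle) and Spearman's rho between gene span and deviation from the tissue mean (bottom), 1 bar per library, H for heart and L for liver, red for Sal-exposed and blue for control. Liver control 3 has 3729229 counts and 5226 genes with a count and was not used for rho.

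The first comparison asked which genes differ between Sal-exposed and control birds in heart. Of 10265 genes tested, edgeR called 102 at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, with 10 higher and 92 lower in Sal-exposed birds. At the adjusted p alone 104 genes passed, and 1771 had an unadjusted p under 0.05. The CPM ranges of the groups did not overlap for 91 of the 102 called genes, where chance alone gives 0.216% and all tested genes gave 2.68%. Since the called genes were selected on these same libraries, their larger share is not independent evidence. The alternative that moved the count most was limma-voom with quality weights, with 404 calls, not counting the library number as a block. Leaving out 1 library gave between 53 calls, without control 6, and 145, without Sal 3. The count also moved by more than 1.5 times without Sal 2 (63), Sal 5 (57), control 1 (57) or control 4 (65), and the count at the adjusted p alone without Sal 1 (160), Sal 2 (63), Sal 5 (59), control 1 (57), control 4 (65) or control 6 (53).

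In liver 858 of 10269 genes were called, 541 higher and 317 lower, with 1464 past the adjusted p alone and 3095 at an unadjusted p under 0.05. The ranges did not overlap for 514 of the 858 called genes, against 0.433% by chance and 10.1% of all tested genes. These called genes too were selected on the libraries compared. With liver control 3 included 264 genes were called, and DESeq2 with surrogate variables called 2558, the highest number. Leaving out 1 library gave between 507 calls, without Sal 2, and 1269, without control 2, and gave 550 without Sal 5. The count at the adjusted p alone moved by more than 1.5 times without Sal 1 (945), Sal 2 (739), Sal 4 (944), Sal 5 (839) or control 5 (801). Of 9484 genes tested in both tissues, 18 were called in both, against 6.50 expected (Fisher's exact test, two-sided, p 5.69e-05, across genes that are not independent). Of these, 15 changed in the same direction, 2 higher and 13 lower. The lower ones included KIF4A, CDK1, ASPM, GTSE1, KPNA2, KIF11, TOP2A, CENPF, CCNB3, NEK2 and CKAP2, names given after the values were seen. Across all genes tested in both tissues, the log2 fold changes of heart and liver had a Spearman's rho of -0.375.

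The genes the study took to RT-qPCR were looked at in the tissue they were chosen for. In heart all 5 passed an adjusted p of 0.05 adjusted over the list alone and 4 passed it over all genes tested. In liver 6 of 6 passed adjusted over the list alone and 5 over all genes. The study chose these genes on the same samples, so the counts over the list are not independent evidence. By RT-qPCR the study found significant changes of LCAT, DNA2 and ANLN in heart and of RPL22L1, PCK1 and COL4A6 in liver. For ADCY5, CASR and AFAP1 it reported that RT-qPCR correlated negatively with RNA-seq, so their changes below rest on RNA-seq alone. LCAT (ENSMGAG00000002421, chromosome 13, 10682959 to 10687197) was higher in Sal-exposed heart, with 28.6 ± 6.70 CPM (SD, n = 6) against 5.22 ± 1.85 CPM (SD, n = 6), a log2 fold change of 2.45 (SE 0.26) and an edgeR adjusted p of 0.000735. DNA2 (ENSMGAG00000004097, chromosome 8, 10104743 to 10117242) fell from 1.72 ± 0.463 to 0.195 ± 0.0752 CPM (log2 fold change -3.14, SE 0.35, edgeR adjusted p 0.000735). CDK1 (ENSMGAG00000002968, chromosome 8, 8972877 to 8979755) fell from 9.44 ± 3.91 to 1.64 ± 1.07 CPM (-2.55, SE 0.42, edgeR adjusted p 0.00735). ANLN (ENSMGAG00000012007, chromosome 6, 45333707 to 45360487) fell from 11.5 ± 2.92 to 1.20 ± 0.887 CPM (-3.26, SE 0.54, edgeR adjusted p 0.00763). KNTC1 (ENSMGAG00000004874, chromosome 17, 5981487 to 6014078) had 0.284 ± 0.292 CPM with Sal and 1.40 ± 0.545 CPM in controls and was not called (-2.44, SE 0.65, edgeR adjusted p 0.0919). Without heart Sal 4 it passed, with a log2 fold change of -2.99. Over the alternatives with all libraries kept, its adjusted p by edgeR, limma or DESeq2 was 1.55e-06 to 0.216. All these values are from 6 libraries per group, with SD as the error.

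In liver, PCK1 (ENSMGAG00000009033, chromosome 22, 12089144 to 12095963) was lower in Sal-exposed birds, with 1.36 ± 1.02 CPM (SD, n = 6) against 265 ± 105 CPM (SD, n = 5), a log2 fold change of -7.61 (SE 0.51) and an edgeR adjusted p of 1.02e-06. COL4A6 (ENSMGAG00000006631, chromosome 9, 13925718 to 13964672) rose from 0.0842 ± 0.117 to 3.82 ± 1.39 CPM (5.52, SE 0.81, edgeR adjusted p 0.00127). RPL22L1 (ENSMGAG00000010186, chromosome 11, 19435612 to 19438064) fell from 12.8 ± 3.58 to 3.64 ± 1.96 CPM (-1.82, SE 0.34, edgeR adjusted p 0.00498), and its reads can be divided with those of its paralog RPL22. ADCY5 (ENSMGAG00000012056, chromosome 7, 25492885 to 25547483) rose from 0.658 ± 0.933 to 5.89 ± 1.39 CPM (3.12, SE 0.84, edgeR adjusted p 0.0245). It was not called without Sal 2, Sal 4, Sal 5 or control 5, with edgeR adjusted p values of 0.0502 to 0.0574. CASR (ENSMGAG00000013991, chromosome 1, 75997905 to 76011007) had 10.4 ± 1.20 and 6.31 ± 1.67 CPM and passed the adjusted p but not the fold change (0.72, SE 0.23, edgeR adjusted p 0.0495). With 1 library left out its edgeR adjusted p was 0.0462 to 0.134, so CASR did not pass it in every such fit. AFAP1 (ENSMGAG00000012828, chromosome 4, 63204134 to 63221878) had 3.81 ± 0.816 and 1.21 ± 0.736 CPM and was not called (1.65, SE 0.64, edgeR adjusted p 0.0944), but passed without control 2 (1.33). Of the RT-qPCR genes, ADCY5 was moved furthest by the alternatives set beforehand, to 4.98 under DESeq2 with surrogate variables. The reference gene SDHA (ENSMGAG00000006943, chromosome 3, 31763899 to 31775775) did not differ between groups. It had 786.4 ± 72.01 and 738 ± 105 CPM in heart (0.09, edgeR adjusted p 0.839) and 196 ± 25.3 and 197 ± 29.1 CPM in liver (-0.00, edgeR adjusted p 0.993), and its small difference changed sign with library size alone in heart (-0.30) and in liver (0.13).

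**Figure D2:**
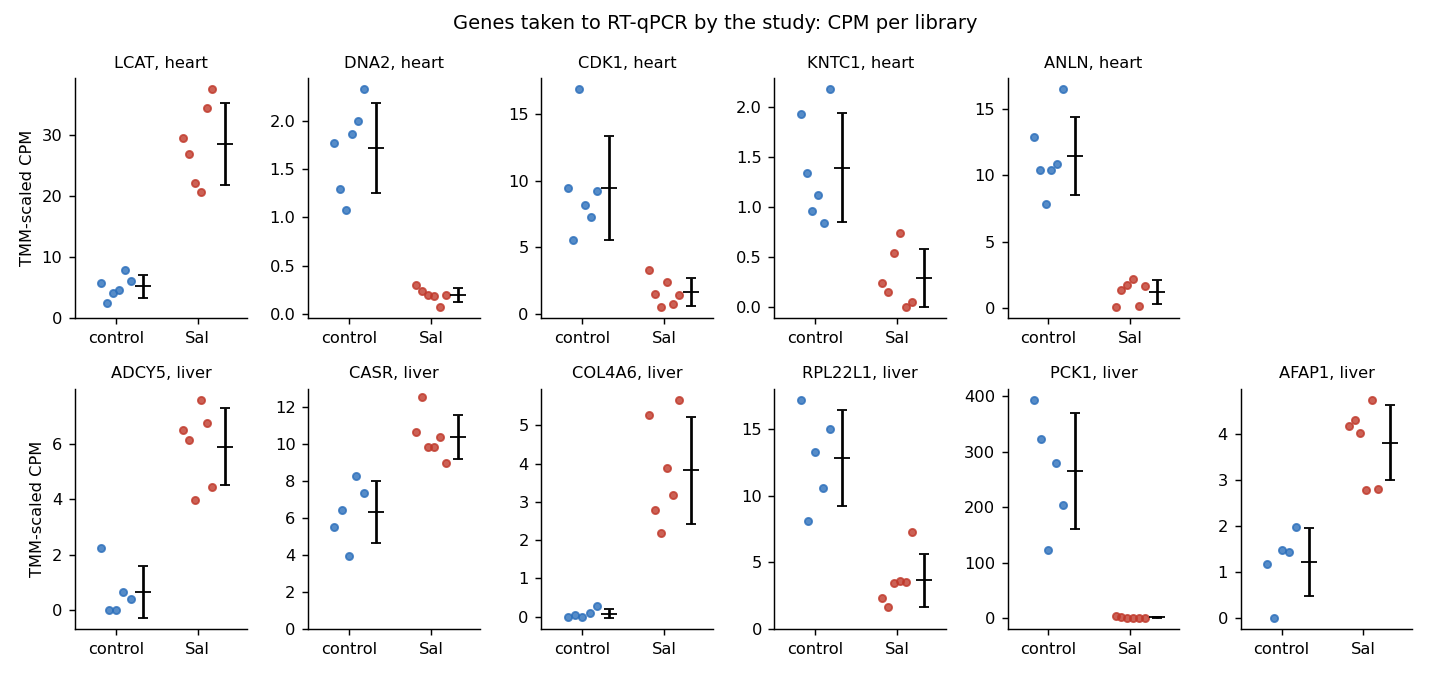
TMM-scaled CPM on linear axes of the 11 genes the study took to RT-qPCR, in the tissue they were chosen for, each point being 1 library and the bars the group mean and SD. The points of the groups do not overlap for any of them, although KNTC1 and AFAP1 did not pass the edgeR adjusted p.

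By the fixed rule, APOA1, SYN3 and DUSP1 joined LCAT as the genes with the largest rise in heart. APOA1 (ENSMGAG00000003169, chromosome 26, 5175929 to 5177267) had 1355 ± 580.3 against 429 ± 103 CPM, with a log2 fold change of 1.66 (SE 0.33, edgeR adjusted p 0.0242). It was not called without Sal 2, Sal 5, control 1, control 2, control 4, control 5 or control 6, with log2 fold changes of 1.55 to 1.69 and edgeR adjusted p values of 0.0519 to 0.0789. SYN3 (ENSMGAG00000012781, chromosome 1, 52292893 to 52317616) had 5.42 ± 0.946 against 1.80 ± 0.534 CPM (1.59, SE 0.23, edgeR adjusted p 0.00327). DUSP1 (ENSMGAG00000003557, chromosome 15, 8282043 to 8283691) had 63.9 ± 15.1 against 24.6 ± 2.38 CPM (1.38, SE 0.18, edgeR adjusted p 0.00157). By the same rule CENPF, ASPM and KIF20A joined ANLN as the genes with the largest fall. CENPF (ENSMGAG00000009530, chromosome 2, 20025945 to 20062377) had 0.509 ± 0.675 against 6.35 ± 1.99 CPM (-3.78, SE 0.66, edgeR adjusted p 0.0106). ASPM (ENSMGAG00000005648, chromosome 10, 8850689 to 8878033) had 0.810 ± 0.865 against 7.79 ± 1.82 CPM (-3.35, SE 0.49, edgeR adjusted p 0.00327). KIF20A (ENSMGAG00000003923, chromosome 15, 9301206 to 9309981) had 1.25 ± 0.757 against 10.1 ± 2.35 CPM (-3.03, SE 0.37, edgeR adjusted p 0.00157). These groups held 6 libraries each, and errors are SD.

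In liver the largest rises by the rule were in GYG2, INF2, CYFIP2 and KIAA0319, with 6 Sal-exposed and 5 control libraries and SD as the error. GYG2 (ENSMGAG00000014734, chromosome 1, 127067631 to 127078412) had 28.73 ± 8.498 CPM with Sal and no count in any of the 5 controls (edgeR adjusted p 7.59e-07). Against the floor of 3 counts per library it was at least 204-fold higher. In heart it had 3.63 ± 2.18 against 0.0647 ± 0.0963 CPM (log2 fold change 5.79, SE 0.76, edgeR adjusted p 0.00157). INF2 (ENSMGAG00000013449, chromosome 5, 50703964 to 50732462), whose model overlaps 1 other gene model, had 8.64 ± 2.62 against 0.426 ± 0.628 CPM (4.27, SE 0.79, edgeR adjusted p 0.00469). CYFIP2 (ENSMGAG00000005110, chromosome 15, 10602818 to 10643000) had 7.47 ± 2.10 against 0.719 ± 0.758 CPM (3.38, SE 0.66, edgeR adjusted p 0.00599). KIAA0319 (ENSMGAG00000002315, chromosome 3, 4593395 to 4634522) had 9.86 ± 4.22 against 1.18 ± 0.517 CPM (3.07, SE 0.40, edgeR adjusted p 0.000813).

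Falls in liver named by the rule, which asks for a mean count of at least 100 and CPM ranges that do not overlap, were those of VIL1 and APOA4 besides PCK1. VIL1 (ENSMGAG00000011483, chromosome 7, 17664266 to 17671820) had 2.32 ± 0.800 CPM (SD, n = 6) against 58.5 ± 106 CPM (SD, n = 5), with a log2 fold change of -4.65 (SE 1.23, edgeR adjusted p 0.0344). It was -2.32 without control 1, and VIL1 was not called without any one of the 6 Sal-exposed libraries or without control 5, with edgeR adjusted p values of 0.0558 to 0.0748. APOA4 (ENSMGAG00000003136, chromosome 26, 5172438 to 5173810) had 317 ± 106 against 7201 ± 6874 CPM (-4.51, SE 0.51, edgeR adjusted p 0.000392). Of the P450 genes the study named for turkey liver, CYP4F8 (ENSMGAG00000013567, an unplaced scaffold, 21869 to 29588) had 176 ± 23.8 against 330.5 ± 130 CPM, a log2 fold change of -0.91 (SE 0.24, edgeR adjusted p 0.0224). CYP4V2 (ENSMGAG00000011431, chromosome 4, 40741549 to 40753295) had 52.4 ± 9.60 against 94.8 ± 27.9 CPM (-0.85, SE 0.21, edgeR adjusted p 0.0171). Both passed the adjusted p but not the fold change, and CYP4F8 was called without control 4 (-1.05).

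The third comparison asked whether the effect of Sal differs between liver and heart. Of 11158 genes, 1851 were called for the difference, 1069 with a higher and 782 with a lower log2 fold change in liver, 2060 passed the adjusted p alone and 3786 had an unadjusted p under 0.05. The alternative that moved the count most, apart from the block, was the inclusion of liver control 3, with 1125 calls. Without 1 library it ranged from 1450, without heart control 4, to 2314, without liver control 2. By the rule the differences above 0 named here were those of CAP2 (ENSMGAG00000003075, chromosome 3, 8154904 to 8216795), PPM1E (ENSMGAG00000007109, chromosome 21, 8345838 to 8354185) and RYR2 (ENSMGAG00000011595, chromosome 2, 36076397 to 36338467). CAP2 had 0.825 ± 0.427 CPM (SD, n = 6) in Sal-exposed liver and no count in the 5 liver controls, at least 5.86-fold higher, and 78.4 ± 50.4 against 104 ± 38.5 CPM (SD, n = 6 each) in heart. Its fitted difference was 7.85 (edgeR adjusted p 0.000576), that of PPM1E 7.73 (edgeR adjusted p 0.000295) and that of RYR2 6.93 (edgeR adjusted p 0.00103). Since the liver controls had no count, these fitted values depend on the prior count and are no bounds. On the scale of the fit over both tissues, Sal-exposed livers had 0.613 ± 0.434 CPM of PPM1E and 0.303 ± 0.226 CPM of RYR2 (SD, n = 6), and the hearts 8.93 ± 3.69 against 13.8 ± 2.86 CPM and 162 ± 69.9 against 308 ± 44.4 CPM (SD, n = 6 each). Of 10 other cardiac genes above 100 CPM in heart, all 10 were also higher in Sal-exposed liver than in control liver.

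The differences below 0 named by the rule were those of CPO (ENSMGAG00000008430, chromosome 7, 11834860 to 11848151), PLB1 (ENSMGAG00000010457, chromosome 2, 26298379 to 26370777) and MEP1A (ENSMGAG00000014282, chromosome 2, 106296715 to 106312554). They were -7.17 (SE 2.02, edgeR adjusted p 0.0174), -6.70 (SE 1.62, edgeR adjusted p 0.00728) and -6.58 (SE 1.71, edgeR adjusted p 0.0112). In liver, CPO had 0.455 ± 0.146 against 76.4 ± 138 CPM and MEP1A 1.87 ± 0.420 against 291 ± 534 CPM (SD, n = 6 and 5), so that the control SD was larger than the control mean. PLB1 had 0.178 ± 0.0961 against 19.7 ± 37.3 CPM on the scale of the fit over both tissues. A list of 14 enterocyte genes summed to 5474 CPM of the plain library total in liver control 1 and to at most 407 in Sal-exposed livers. The liver log2 fold change of CPO was -7.39 (SE 2.18, edgeR adjusted p 0.0493) and that of MEP1A -7.28 (SE 1.84, edgeR adjusted p 0.0301). Without liver control 1 they were -5.13 and -4.90. The liver call of CPO was lost without control 1, control 5 or any of the 6 Sal-exposed libraries, and that of MEP1A without control 5 or any of the 6. Without liver control 1 the difference of PLB1 was -4.06 and that of MEP1A -4.21. The difference of CPO was not called without heart Sal 1 (-6.21, edgeR adjusted p 0.0587) or liver control 1 (-4.91, edgeR adjusted p 0.0631). With surrogate variables the differences of CPO, PLB1 and MEP1A were -0.43, -1.83 and -0.28 and none was called, and with limma-voom those of CPO (-3.35) and MEP1A (-3.74) were not called.

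Principal components were computed on all tested genes and on called genes, since components of called genes separate the groups by construction. In heart the first component of all 10265 tested genes held 52.4% of the variance, and the groups overlapped on it. In liver the first component of all 10269 tested genes held 32.5%, and the groups separated on it. On called genes the first component held 84.3% in heart and 65.6% in liver.

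**Figure D3:**
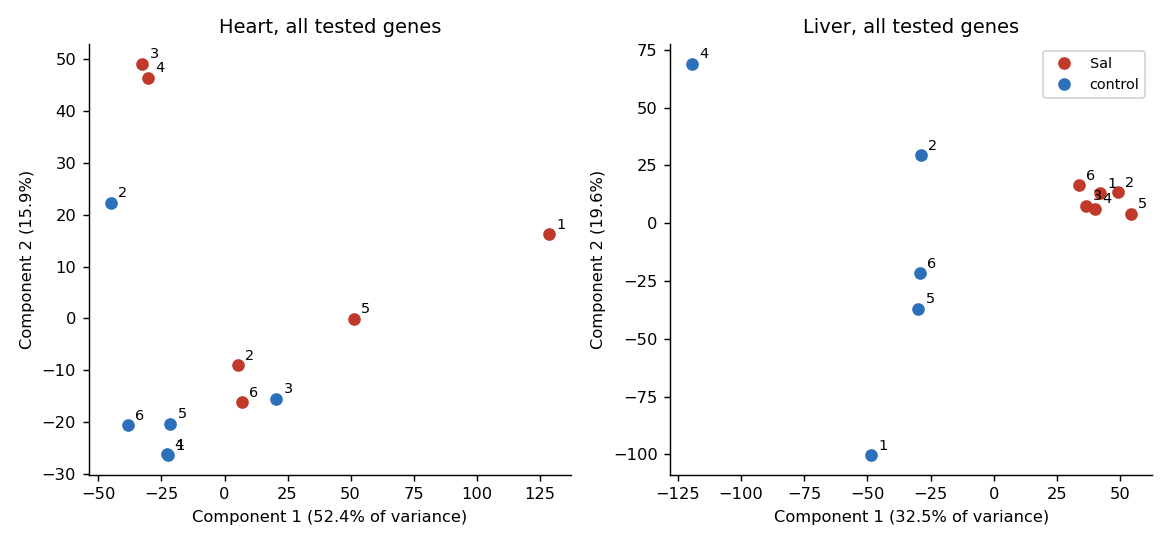
Scores of each library on the first and second principal component of log2 CPM over all tested genes, in heart and in liver. The groups overlap on the first component in heart, which holds 52.4% of the variance, and separate on it in liver, where it holds 32.5%.

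Gene sets for pathways the study spoke of, and besides these proteasome subunits and hepatocyte-secreted proteins, were tested over 27 tests. By camera 18 passed an adjusted p of 0.05, by fry 11, by both 10, and with an estimated correlation 2, which were S-phase and G2/M genes in heart. In heart the G2/M genes had a median log2 fold change of -1.76 (32 genes, 31 of them lower, limma camera adjusted p 1.80e-26, fry adjusted p 2.06e-05), and S-phase genes -0.33 (33 genes, camera adjusted p 2.61e-06, fry adjusted p 9.11e-05, limma). Extracellular matrix genes had -0.79 (42 genes, 40 lower, limma camera adjusted p 2.66e-12, fry adjusted p 0.0462). Cytosolic ribosomal proteins had 0.88 (55 of 55 higher), mitochondrial ribosomal proteins 0.65 (57 of 57), oxidative phosphorylation genes 0.64 (43 of 45) and proteasome subunits 0.64 (28 of 31), with limma camera adjusted p values of 1.33e-06, 1.23e-08, 6.90e-05 and 8.04e-06. None of these 4 passed fry, with adjusted p values of 0.395, 0.214, 0.395 and 0.183. Without heart Sal 1 their medians were -0.03, 0.22, -0.01 and 0.26, and oxidative phosphorylation genes no longer passed camera. P450 genes (0.36, 8 genes, limma camera adjusted p 0.0811) and hepatocyte-secreted proteins (-0.38, 16 genes, 0.346) did not pass in heart. P450 genes passed without Sal 3 (0.41). Without control 3 the medians of cytosolic ribosomal proteins and oxidative phosphorylation genes were 1.61 and 1.04, and that of S-phase genes was -0.20 without Sal 2 and -0.59 without Sal 4.

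In liver, G2/M genes had a median log2 fold change of -1.01 (30 genes, 24 lower, limma camera adjusted p 9.35e-05, fry adjusted p 0.0993). Cytosolic ribosomal proteins had -0.46 (54 of 55 lower, limma camera adjusted p 4.44e-10, fry adjusted p 0.0963), mitochondrial ribosomal proteins -0.54 (53 of 57 lower, 3.01e-09, fry 0.0142), oxidative phosphorylation genes -0.53 (43 of 45 lower, 5.88e-10, fry 0.0182) and proteasome subunits -0.34 (27 of 31 lower, 6.69e-05, fry 0.0491). Extracellular matrix genes had 0.54 (41 genes, 34 higher, limma camera adjusted p 0.000174, fry adjusted p 0.00732). S-phase genes (-0.37, 30 genes) and P450 genes (-0.34, 10 genes) did not pass, with limma camera adjusted p values of 0.0811 in both, and passed without control 4 (-0.35) and without control 2 (-0.38) respectively. Without control 6 the median of G2/M genes was -0.66 and that of proteasome subunits -0.20, and without control 1 that of extracellular matrix genes was 0.84. Hepatocyte-secreted proteins did not pass (24 genes, limma camera adjusted p 0.199), and their median of 0.05 and mean of -0.08 differed in sign. That median changed sign without control 1 (-0.05), Sal 4 (-0.03) or Sal 6 (-0.02), and without Sal 4 the set passed as lower (limma camera adjusted p 0.0431).

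For the difference between liver and heart, cytosolic ribosomal proteins had a median of -1.36, mitochondrial ribosomal proteins -1.26, oxidative phosphorylation genes -1.17, proteasome subunits -1.03 and extracellular matrix genes 1.72, with limma camera adjusted p values of 9.08e-10, 4.11e-12, 4.80e-09, 2.18e-07 and 1.25e-08. Of these, fry gave adjusted p values of 0.179 and 0.109 for cytosolic ribosomal proteins and oxidative phosphorylation genes. Without heart Sal 1 the medians were -0.30, -0.56, -0.44, -0.41 and 1.67. The differences of S-phase genes (0.21, limma camera adjusted p 0.275), G2/M genes (0.27, 0.122), P450 genes (-0.68, 0.0595) and hepatocyte-secreted proteins (0.28, 0.469) did not pass camera, while S-phase genes passed fry (adjusted p 0.0182). Hepatocyte-secreted proteins had a mean of 0.12 while camera pointed down. G2/M genes passed without liver control 6 (0.66), and P450 genes passed without heart Sal 3 (-0.64), heart Sal 4 (-0.59) or liver control 5 (-0.68).

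**Figure D4:**
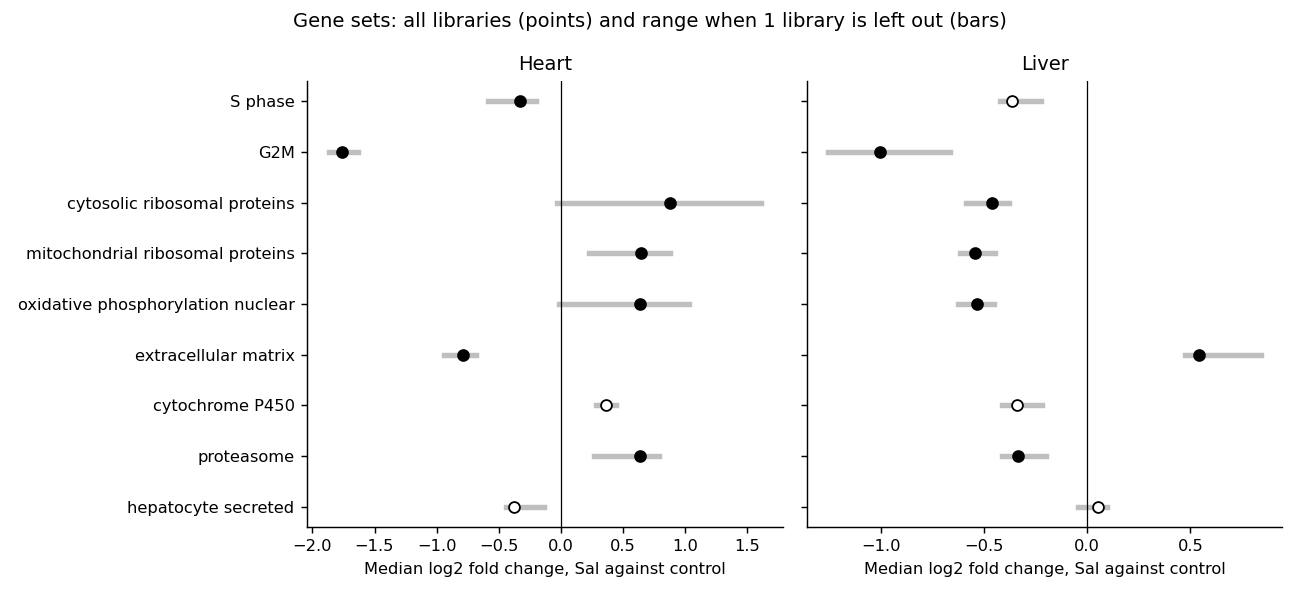
Median log2 fold change of Sal-exposed against control per gene set in heart and liver with all libraries used (points, filled where the limma camera adjusted p was at most 0.05), and the range of the median when 1 library is left out (grey bars). The heart range of cytosolic ribosomal proteins runs from -0.03 to 1.61 and that of oxidative phosphorylation genes from -0.01 to 1.04, so both reach below 0.

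The length trend differed between groups in liver, with a mean Spearman's rho across genes of 0.122 ± 0.143 (SD, n = 6) in Sal-exposed and -0.122 ± 0.0884 (SD, n = 5) in control libraries, a difference of 0.244 with an exact permutation p of 0.0152 over 462 regroupings and an adjusted p of 0.0303 over 2 tests. In heart it was -0.0709 ± 0.281 against 0.169 ± 0.187 (SD, n = 6 each), a difference of -0.239 with an exact permutation p of 0.126 over 924 regroupings and the same adjusted value. The heart difference passed without control 3 (-0.308, exact permutation p 0.0390). Median spans were 2.54 kb for cytosolic ribosomal proteins, 3.48 kb for mitochondrial ribosomal proteins, 3.58 kb for oxidative phosphorylation genes, 13.8 kb for G2/M genes, 31.6 kb for extracellular matrix genes and 10.5 kb for all genes.

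The authors' deposited table for heart held 485 genes at an adjusted p of at most 0.05, 188 higher and 297 lower, and 303 of them also had an absolute log2 fold change of at least 1. The authors' deposited table for liver held 2337 and 1337 genes at the same thresholds. Of the genes called here, 101 of 102 in heart and 846 of 858 in liver were also called in the authors' deposited tables, all with the same sign. Across genes, which are not independent replicates, Pearson's r between the log2 fold changes of the authors' deposited tables and those computed here was 1.00 in both tissues. DESeq2 without surrogate variables and without independent filtering, a setting chosen after the data were seen, differed from the authors' deposited tables by at most 3.85e-08 in heart and 7.57e-08 in liver on the log2 scale, within a tolerance of 1e-06, and gave the same 485 and 2337 genes.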

Values the study reported

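In the turkey heart the study reported 485 differentially expressed genes, with 188 up and 297 down after Sal. For the turkey liver it gave 2337, split into 1169 and 1168. From components of differentially expressed genes it quoted 58.2% for the turkey heart and 40.6% for the turkey liver. After 1 library was left out, it went on with 47 samples over chicken and turkey.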

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

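The tests of heart RNA for RYR2 alone and for CAP2 with PPM1E, of intestinal RNA for the mitotic genes and for PCK1 and APOA4, of the detected genes as the whole cause of the higher calls, and of heart Sal 1 and the length trend behind the gene sets that differ between tissues were chosen only after the results they bear on had been seen, as was the count of alternatives for the genes that differ between tissues. The others were set out before the values they measure were seen. The length offset used in these tests is the centred one, chosen after the counts of calls with the other had been seen.

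Libraries that lay apart from the rest of their group were looked for in 100 groups of values, and 15 were found, where chance alone gives about 1 in 20 groups. In heart, Sal 4 had 1.85 CPM of CENPF against 0 to 0.416 in the other Sal-exposed libraries and 2.53 CPM of ASPM against 0.202 to 0.776. Both stayed below every control. Sal 1 had 6.89 CPM of MEP1A against 0 to 2.08. Control 3 had 16.9 CPM of CDK1 against 5.58 to 9.47 in the other controls and a length rho of -0.205 against 0.197 to 0.304. Control 2 had 398639 CPM of COX1 against 116809 to 210830. In liver, Sal 6 had 7.30 CPM of RPL22L1 against 1.65 to 3.56. Control 3, the library left out for its depth, had 2.19 M counts of nuclear genes against 13.0 to 16.3 M and 5226 genes with a count against 9268 to 11055. Control 6 had 19183 CPM of APOA4 against 1970 to 6334. Control 1 had 2.25 CPM of ADCY5 against 0 to 0.646, 1.51 CPM of INF2 against 0 to 0.338, 246 CPM of VIL1 against 3.46 to 34.1, 318 CPM of CPO against 0 to 63.8, and 1231 CPM of MEP1A against 1.38 to 216. Beyond liver controls 1 and 3, no explanation of these single values was tested, and chance accounts for some of them.

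A candidate explanation for the high MEP1A, CPO, PLB1 and VIL1 in liver control 1 is RNA of intestinal tissue in that library. Of 20 enterocyte genes listed, 14 matched, and 13 of the 14 were higher in liver control 1 than in every Sal-exposed liver library, in CPM of the plain library total. The same was so of 13 in control 5. The sum of the list was 5474 CPM in control 1, 946 in control 5, 471 in control 6 and at most 407 in Sal-exposed livers, with a median of 10.2 in heart libraries. Abundant members were higher in control 1 than in control 5, with MUC2 at 1362 and 221 CPM in controls 1 and 5, SI at 1046 and 111, and FABP2 at 500.4 and 39.5, while MEP1A on this scale was at 1389 and 225. Of the 14 genes, 9 were above 1 CPM in the Sal-exposed livers, so the list is not silent in liver. A change of liver cells in control birds stays open as the biological alternative and was not tested. The same source was weighed for other liver differences. G2/M genes stayed lower without controls 1 and 5 (limma camera adjusted p 0.000157). For PCK1 and APOA4, the lowest CPM in controls 2, 4 and 6 was at least 2.01 times the highest in Sal-exposed livers. Controls 4 and 6 held some enterocyte genes above every Sal-exposed liver too, such as SI at 5.05 and 7.70 CPM. Yet the median of the 11 listed genes above 100 CPM in control 1 was at most 0.662% of its level there in controls 2, 4 and 6, while PCK1 and APOA4 kept at least 21.1% of theirs. The highest of the 11 in these controls was TM4SF4, at 19.9%, 74.2% and 160%. It had 390 CPM in control 6 and 60.7 to 252 CPM in Sal-exposed livers, so that it marks liver as well as intestine and made up most of the sum in control 6. These values argue against intestinal RNA as the whole cause for G2/M genes, PCK1 and APOA4. Leaving out controls 1 and 5 together, a choice made after these values had been seen, gave 572 calls in liver and a log2 fold change of -0.57 for MEP1A and -0.81 for VIL1, neither called. CPO, with no count in the remaining controls, was called as higher there (6.49, edgeR adjusted p 0.0300), a fitted value that is no bound. Of the 572 calls, 384 were among the 858 made on all 5 controls.

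The lower PCK1 and APOA4 in Sal-exposed liver were weighed against 2 further explanations. With the length offset the larger of their edgeR adjusted p values was 0.000568, which argues against a length trend as the whole cause. A difference in feeding state at sampling might lower them. Of 20 genes induced by fasting 16 were tested (median log2 fold change 0.14, mean 0.09, while camera pointed down, so that signs differ), and of 21 lipogenic genes 11 (median -0.11). The limma camera adjusted p over the 2 lists was 0.793 for both, so feeding state and an effect of Sal cannot be told apart here. What shift lists of 16 and 11 tested genes can reveal was not measured, so tests that did not pass do not exclude feeding state. This reading was made more cautious after the value was seen. GYG2 was higher in both tissues. With the length offset its larger edgeR adjusted p was 0.000827, and the lowest Sal-exposed heart library lay 1.20 CPM above the highest control, which argues against a length trend and against a few libraries with very high counts. An effect of Sal stays open for it as a hypothesis.

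LCAT was higher in Sal-exposed heart and is abundant in liver. Liver RNA in those heart libraries would raise ALB too, but ALB had a log2 fold change of -0.36 in heart (22.7 ± 14.5 against 29.2 ± 14.3 CPM, SD, n = 6 each, edgeR adjusted p 0.721), which argues against it.

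Genes of heart muscle appeared at low level in Sal-exposed liver. CAP2, PPM1E and RYR2 had no count in the 5 liver controls, and in Sal-exposed liver reached 0.915%, 5.81% and 0.126% of their heart level. A trace of heart RNA in the Sal-exposed livers might explain this. Of 26 cardiac genes listed, the 10 above 100 CPM in heart reached a median of 0.0969% of their heart level in Sal-exposed livers. The level per library was 0.0942% ± 0.0669 (SD, n = 6) against 0.0111% ± 0.0142 (SD, n = 5), with a two-sided exact permutation p of 0.0130 over 462 regroupings, and all 10 genes were higher with Sal. The most prominent of these, LDB3, reached 6.62% with Sal and 1.19% in controls. The share of RYR2 was reached by 3 of the 10, that of CAP2 by 2 and that of PPM1E by 1. Heart RNA would bring all its abundant transcripts to about 1 share, and in each of the 6 Sal-exposed livers 8 of the 10 stayed below the share of CAP2 and at least 8 below that of PPM1E, which argues against heart RNA as the whole cause for these 2. For RYR2, whose share is near the median, heart RNA and expression in liver cannot be told apart.

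The effect of Sal differed between liver and heart, by the tissue by treatment term, for 23 of the genes named here. Liver minus heart, the log2 differences with a higher value in liver were 3.60 for KNTC1 (edgeR adjusted p 0.0467), 3.44 for ANLN (0.0242), 3.31 for ADCY5 (0.00659), 6.29 for COL4A6 (0.000126), 2.27 for AFAP1 (0.0478), 6.78 for GYG2 (0.00802), 4.595 for INF2 (0.00491), 2.86 for CYFIP2 (0.00988), 7.85 for CAP2, 7.73 for PPM1E and 6.93 for RYR2. The differences with a lower value in liver were -2.75 for LCAT (edgeR adjusted p 0.000142), -2.85 for RPL22L1 (0.0230), -6.11 for PCK1 (0.000402), -2.29 for CYP4F8 (0.0134), -1.16 for CYP4V2 (0.00918), -2.53 for APOA1 (0.00150), -4.71 for SYN3 (0.0136), -1.69 for DUSP1 (0.000665), -4.48 for VIL1 (0.00897), -7.17 for CPO, -6.70 for PLB1 and -6.58 for MEP1A. GYG2, CAP2, PPM1E and RYR2 had no count in the liver controls, so their fitted differences depend on the prior count and are no bounds. KNTC1, ANLN and SYN3 were not tested in liver alone and PCK1 not in heart alone, for low counts. In liver, ANLN had means of 0.165 and 0.163 CPM with Sal and in controls, so that its difference rests on the heart side. KNTC1 had 0.219 and 0.0949 CPM there. Its heart log2 fold change of -2.44 did not pass alone (edgeR adjusted p 0.0919), so its difference also draws on low liver counts. The liver control level of SYN3 rests on control 4 (2.15 CPM, the next 0.111). PCK1 in heart had means of 0.299 and 0.815 CPM. RPL22L1 in heart had means of 18.1 and 9.07 CPM, which rest largely on 1 library each. These were Sal 1 (64.8 CPM, the next 12.9) and control 3 (30.5 CPM, the next 6.87). Over the alternatives with no library left out in turn and no block, 11 of the 23 were called throughout. Not called in at least 1 were KNTC1, RPL22L1, AFAP1, CYP4F8, CYP4V2, SYN3, DUSP1, GYG2, CYFIP2, CPO, PLB1 and MEP1A. With surrogate variables the differences of CPO (-0.43), PLB1 (-1.83), MEP1A (-0.28) and SYN3 (-1.62) were not called. With the library number as a block 8 of the 23 were not called and with the block and the length offset 9, VIL1 among them in both. The tissues also differ in how they were homogenised, which is the same in both groups of a tissue, and beyond the explanations weighed above none was tested gene by gene.

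Of the gene sets, the difference was -1.36 for cytosolic ribosomal proteins, -1.26 for mitochondrial ribosomal proteins, -1.17 for oxidative phosphorylation genes, -1.03 for proteasome subunits and 1.72 for extracellular matrix genes. Heart Sal 1 is a candidate source of much of the heart side. Without it the heart medians were -0.033, 0.22, -0.015 and 0.26 for the first 4 sets in the order cytosolic and mitochondrial ribosomal proteins, oxidative phosphorylation and proteasome, and of these only oxidative phosphorylation genes no longer passed (limma camera adjusted p 0.0959). Cytosolic ribosomal proteins passed as higher (0.0297) while their median was below 0, so that signs differ. Extracellular matrix genes in heart kept a median of -0.73 without it, which argues against that library as their source. The differences between tissues passed without heart Sal 1, with limma camera adjusted p values of 9.11e-08, 3.31e-10, 2.12e-07, 2.40e-06 and 9.73e-08 in the same order, which argues against it as their whole cause. A length trend was weighed too, since these sets differ in span. With the length offset the medians were -0.89, -0.94, -0.89, -0.77 and 1.31, smaller in size than without it, so part of the differences may go with span. The limma camera adjusted p values with it were 7.59e-08, 7.02e-10, 1.90e-07, 4.71e-06 and 2.82e-07, which argues against a span trend as the whole cause of the differences. Over the alternatives with all libraries kept, those 5 adjusted p values reached 0.384, 0.297, 0.366, 0.297 and 0.297 at the most, under the estimated correlation. Transcript length and GC content were not analysed here and stay open.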

How the results depend on the processing

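Chosen only after the results had been seen were DESeq2 without independent filtering, the block with the length offset, the centred length offset, liver controls 1, 2 and 4 or 1 and 5 left out together, and the sets with deposited symbols alone. The cause of a change was not tested unless one is given.

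Of the single genes named, 552 of their values over the alternatives with no library left out in turn stayed in the same direction and on the same side of the threshold. A further 49 no longer passed, 15 newly passed and 13 changed sign. For gene sets within a tissue 230 stayed, 17 no longer passed, 4 newly passed and 10 changed sign, and for sets in the difference between tissues 102, 7, 3 and 5. With 1 library left out, 530 values of single genes stayed, 35 no longer passed, 3 newly passed and 14 changed sign. Within a tissue 199 set values stayed, 3 newly passed and 5 changed sign.

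Calls in heart numbered 102. They were 185 with library size alone (2 higher and 183 lower), 313 with DESeq2 (71 and 242), 404 with limma-voom, 283 with surrogate variables, 67 in the fit over all 4 groups, 339 with DESeq2 and surrogate variables and 303 with DESeq2 without independent filtering (67 and 236). The share of higher calls was 9.80%, 22.7% with DESeq2 and 1.08% with library size alone. Liver calls numbered 858 (63.1% higher). They were 1346 with DESeq2, 1458 with limma-voom, 2040 with surrogate variables (84.5% higher), 1424 in the fit over all 4 groups, 2558 with DESeq2 and surrogate variables (85.3% higher), 1337 with DESeq2 without independent filtering, 264 with liver control 3 and its low depth included, and 1905 without controls 1, 2 and 4. Library size alone gave 716 (76.4% higher), and the length offset without centring 1107, of which 252 were higher and 855 lower. Of the 1905, 702 were among the 858. The difference between tissues gave 1851 calls (1069 and 782) and 1125 with liver control 3 (862 and 263). It gave 1403 with library size alone (1310 and 93), 2326 with surrogate variables (1908 and 418) and 2398 with the length offset without centring (543 and 1855).

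Scaling moved the median of all genes. It was 0.01 in heart, 0.03 in liver and 0.07 for the difference, and -0.39, 0.16 and 0.61 with library size alone, 0.10, -0.27 and -0.37 with the length offset without centring, and 0.14 in liver and 0.23 for the difference with limma-voom. With surrogate variables it was 0.22 in liver and 0.31 for the difference. Directions of small changes are relative to these shifts.

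Expression gave little sign that the library numbers pair the libraries, but correlations near 0 cannot show that libraries come from different birds. The study describes heart and liver taken from the euthanized birds, and whether library numbers mark a bird is not stated. The fit over both tissues without the block may therefore ignore a pairing by bird. Deviations of same-numbered Sal-exposed and control libraries had a mean correlation across genes of -0.0868 in heart (1 of 6 pairs above 0.1) and 0.0140 in liver (0 of 5), and heart and liver libraries of 1 number had -0.0158 in controls and -0.0868 with Sal. The fit with the number as a replicate block gave 30 calls in heart, 560 in liver and 1063 for the difference, and together with the length offset 43, 478 and 936. The hepatocyte-secreted set in liver was at -0.048 in the replicate block fit.

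Some set results no longer passed under fry, with the same medians, which were in heart 0.88 for cytosolic and 0.65 for mitochondrial ribosomal proteins and 0.64 for both oxidative phosphorylation and proteasome, and in liver -1.01 for G2/M genes and -0.46 for cytosolic ribosomal proteins. With an estimated correlation these and also heart extracellular matrix (-0.79) and liver mitochondrial ribosomal proteins (-0.54), oxidative phosphorylation (-0.53), extracellular matrix (0.54) and proteasome (-0.34) no longer passed, since genes of a set vary together across libraries.

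Hepatocyte-secreted proteins in liver changed sign with deposited symbols alone (-0.0076), limma-voom (-0.047), surrogate variables (-0.0023), the length offset without centring (-0.25) and controls 1 and 5 left out (-0.070), where the set passed as lower (limma camera adjusted p 0.0345), in heart with limma-voom (0.035), and in the difference with limma-voom (-0.048) and the offset without centring (-0.15). P450 genes in heart were at -0.033 with library size alone and passed with deposited symbols alone (0.44). With surrogate variables the heart medians of cytosolic ribosomal proteins and oxidative phosphorylation genes were -0.033 and -0.055. In the difference, S-phase genes were at -0.42 and G2/M genes at -0.010 with the offset without centring, and S-phase genes at -0.027 with the centred one. In liver, S-phase genes passed without controls 1, 2 and 4 (-0.51) and without 1 and 5 (-0.44), and P450 genes without 1 and 5 (-0.31).

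SDHA, near 0, changed sign in heart with library size alone (-0.30) and surrogate variables (-0.0038), and in liver with library size alone (0.13), limma-voom (0.072), no filter (0.010) and liver control 3 included (0.019). ALB did so in liver with library size alone (0.14), limma-voom (0.038), no filter (0.0062) and without controls 1, 2 and 4 (0.16), and in heart with limma-voom (0.13) and the offset without centring (0.085). CPO in liver was at 6.49 without controls 1 and 5, where the remaining controls held no count of it, so that this fitted value is no bound.

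Among single genes, KNTC1 in heart newly passed with library size alone, DESeq2, limma-voom and surrogate variables, and AFAP1 in liver with DESeq2, limma-voom, surrogate variables and without controls 1, 2 and 4. CYP4F8 newly passed with the offset without centring and without controls 1, 2 and 4, and CYP4V2 with that offset. With liver control 3 included ADCY5, RPL22L1, CYFIP2, KIAA0319, CPO and MEP1A no longer passed, with library size alone APOA1, SYN3, DUSP1, VIL1 and CPO, and in the fit over all 4 groups CDK1, KIF20A and SYN3 in heart. VIL1 and MEP1A in liver were lost without controls 1 and 5. CPO in liver was also lost with limma-voom, surrogate variables under edgeR or DESeq2, no filter and the centred offset, and MEP1A in liver with limma-voom. With the replicate block CDK1, ANLN, APOA1, SYN3 and CENPF in heart and VIL1, CAP2, CPO and MEP1A in liver were lost. With the block and the length offset APOA1 and DUSP1 in heart and ADCY5, VIL1, CAP2, CPO and MEP1A in liver were lost.

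Of the 23 genes whose effect differed between tissues, looked at over the alternatives after these differences had been seen, the differences of SYN3, CPO, PLB1 and MEP1A were lost with surrogate variables, and those of SYN3, GYG2, CPO and MEP1A with limma-voom. Library size alone lost RPL22L1, AFAP1, CYP4F8, CYP4V2 and DUSP1, and liver control 3 included lost these 5 and CYFIP2. KNTC1 was lost with no filter, and KNTC1 and AFAP1 with either length offset. The replicate block lost KNTC1, AFAP1, CYP4F8, SYN3, VIL1, CPO, PLB1 and MEP1A, and the block with the length offset these 8 and ANLN.

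The first component of the 500 most variable genes held 51.8% in heart and 39.2% in liver. The authors' deposited tables gave 485 and 2337 genes at the adjusted p alone and 67 and 821 where the log2 fold change also had to be at least 1 and positive.

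With 1 library left out, calls ranged from 53 to 145 in heart and from 507 to 1269 in liver. Set medians in heart ranged from -0.033 to 1.61 for cytosolic ribosomal proteins, from -0.015 to 1.04 for oxidative phosphorylation genes and from 0.29 to 0.45 for P450 genes. In liver they ranged from -0.047 to 0.096 for hepatocyte-secreted proteins, from -0.41 to -0.22 for P450 genes and from -0.42 to -0.22 for S-phase genes. The length trend in heart ranged from -0.308 to -0.170. SDHA in liver ranged from -0.068 to 0.080, ALB in liver from -0.082 to 0.098 and CPO in heart from -1.12 to 0.049.

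An offset on GC content, and the block with an offset on length and GC content, were planned and not run, since no genome sequence was used here. Depth limits liver control 3, with 3729229 counts, most. Genes named from under 1 CPM in a group, such as DNA2, COL4A6 and CAP2, rest on few counts there.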

Other observations

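Whether fewer detected genes were the whole cause of the higher calls in liver was tested only after that result was seen, and the length offset used here was centred after calls without centring had been seen. The other tests given here were set out before.

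In heart, 102 genes were called here. That is lower than the value quoted from the study above. In liver, 858 genes were called here. That is lower than the value quoted from the study above. The first component of called genes in heart held 84.3% of the variance. That is higher than the value quoted from the study above. The first component of called genes in liver held 65.6% of the variance. That is higher than the value quoted from the study above. Genes called here also had to pass the fold change threshold, so these components may rest on other gene lists than the quoted ones. The study names the first and second component together where it gives its percentages. The quoted values may therefore not be shares of the first component alone. The counts in the authors' deposited tables at the adjusted p alone were 485 and 2337, and 303 and 1337 with the fold change threshold as well. At the adjusted p alone, 104 genes in heart and 1464 in liver passed here. The quoted counts thus rest on another threshold than the 102 and 858, so the gap is smaller at like thresholds. Those of the authors also come from DESeq2 and those here from edgeR.

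Regrouping the libraries argues against chance as the source of the calls in liver and for the difference between tissues, and less so in heart. It cannot tell treatment from another difference shared by a whole group, such as the pens in which the study kept the birds. The labels give no pen. In heart 2 of 100 splits of the libraries, the real one included, gave at least 102 calls. In liver 1 of 100 splits and for the difference between tissues 1 of 100 splits did, with at most 1 and 2 calls in any other. The other heart split gave 681 calls, and 95 of the other heart splits gave 0. It put 5 of the 6 heart libraries with the lowest length rho on one side, with a mean rho of -0.148 against 0.246, which was noticed after the split had been seen. A trend with gene span, or what goes with it, may thus produce more calls in heart than the groups did. The edgeR calls with the length offset numbered 120 in heart, of which 91 were also called without it.

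Mitotic genes were lower with Sal in both tissues. In heart the G2/M genes passed with the length offset (limma camera adjusted p 1.76e-28) and without heart Sal 1 (2.16e-29), which argues against a span trend and against that library as the whole cause. Over the alternatives with all libraries kept that adjusted p was 5.09e-35 to 0.0139. An effect of Sal on dividing cells stays a hypothesis, since a difference in the mix of cells in the tissue piece was not tested.

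In liver the short gene sets were lower and the long extracellular matrix genes higher with Sal, while libraries of the groups also differed in length trend. With the length offset the limma camera adjusted p was 0.00186 for extracellular matrix genes, 1.90e-07 for cytosolic ribosomal proteins, 8.53e-07 for mitochondrial ribosomal proteins and 1.35e-07 for oxidative phosphorylation genes. Over the alternatives with all libraries kept they reached 0.297, 0.357, 0.297 and 0.297, under the estimated correlation. This argues against a trend with genomic span as the whole cause, while a trend with transcript length or GC content could remain and was not analysed here.

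Liver controls 1, 2 and 4 had the fewest genes with a count among the 11 libraries compared, with 10304, 9563 and 9268. Fewer detected genes in these controls could raise the number of higher calls. The median log2 fold change of the 541 genes called higher was 1.69 against controls 5 and 6 alone and 1.502 against all 5, but these genes were chosen for the pattern, so this decides nothing. With controls 5 and 6 alone edgeR called 1208 genes higher and 697 lower, 702 of the 1905 being shared with the calls on all 5. Higher calls were thus also made without controls 1, 2 and 4. Yet control 6, with 10611 genes with a count, still lay below every Sal-exposed liver, the lowest of which had 10918. Control 5 held enterocyte transcripts, and most of the 1905 calls were not among the calls on all 5 controls. This fit therefore cannot exclude fewer detected genes in the controls as a cause. The part that fewer detected genes played in single calls also stays open.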
